# Ketamine Reduces Inflammation Pathways in the Hypothalamus and Hippocampus Following Transient Hypoxia in the Late-Gestation Fetal Sheep

**DOI:** 10.3389/fphys.2018.01858

**Published:** 2019-01-07

**Authors:** Eileen I. Chang, Miguel A. Zarate, Thomas J. Arndt, Elaine M. Richards, Maria B. Rabaglino, Maureen Keller-Wood, Charles E. Wood

**Keywords:** fetal hypoxia, ketamine, fetal brain, inflammation, transcriptomics

## Abstract

The physiological response to hypoxia in the fetus has been extensively studied with regard to redistribution of fetal combined ventricular output and sparing of oxygen delivery to fetal brain and heart. Previously, we have shown that the fetal brain is capable of mounting changes in gene expression that are consistent with tissue inflammation. The present study was designed to use transcriptomics and systems biology modeling to test the hypothesis that ketamine reduces or prevents the upregulation of inflammation-related pathways in hypothalamus and hippocampus after transient hypoxic hypoxia. Chronically catheterized fetal sheep (122 ± 5 days gestation) were subjected to 30 min hypoxia (relative reduction in P_a_O_2_∼50%) caused by infusion of nitrogen into the inspired gas of the pregnant ewe. RNA was isolated from fetal hypothalamus and hippocampus collected 24 h after hypoxia, and was analyzed for gene expression using the Agilent 15.5 k ovine microarray. Ketamine, injected 10 min prior to hypoxia, reduced the cerebral immune response activation to the hypoxia in both brain regions. Genes both upregulated by hypoxia and downregulated by ketamine after hypoxia were significantly associated with gene ontology terms and KEGG pathways that are, themselves, associated with the tissue response to exposure to bacteria. We conclude that the results are consistent with interruption of the cellular response to bacteria by ketamine.

## Introduction

Transient fetal hypoxia is a common homeostatic disturbance during fetal life. Any compromise of maternal oxygen supply, for example, high altitude or maternal hypoventilation secondary to any cause, decreases partial pressure of oxygen in the fetal blood (Assali et al., 1962; Makowski et al., 1968). Physiologists commonly view the fetal response to hypoxia through the lens of homeostatic cardiovascular responses that spare brain and heart viability (Dawes et al., 1969; Cohn et al., 1974). Cardiovascular and neuroendocrine reflex responses to hypoxia redirect blood flow such that a larger proportion of the combined ventricular output flows toward the brain, heart, and adrenal glands (Cohn et al., 1974).

We have recently reported that 30 min of transient hypoxia of the mother and fetus (caused by reducing the oxygen content of the mother’s inspired gas) results in increased abundance of live bacteria in the fetal brain 24 h after the hypoxic episode (Zarate et al., 2017). Whole genome sequencing of bacteria recovered from the fetal cerebral cortex revealed that the bacteria isolated from the fetal brain were identical to those isolated from the placenta (Zarate et al., 2017). This suggested a route of transfer from placenta to fetal brain with hypoxia. Concomitant with appearance of bacteria in fetal brain is upregulation of molecular pathways that subserve inflammation (Chang et al., 2016a; Zarate et al., 2017). As we have previously reported, the pattern of activation of genes within inflammation-related pathways is consistent with the response to bacterial entry into the fetal brain after hypoxia (Zarate et al., 2017).

We have previously reported that ketamine, an FDA-approved agent used in Neonatal Intensive Care Units (Anand, 2007), attenuated the activation of inflammation-related pathways in fetal cerebral cortex and kidney (Chang et al., 2016a,b). Since the discovery of hypoxia-induced bacterial invasion of the fetus, we have concluded that the increase in abundance of bacteria was causative of the increased inflammation-like response in the fetal brain (Zarate et al., 2017). The mechanism of the effect of ketamine – originally hypothesized to reduce inflammation by blockade of NMDA-mediated glutamate signaling – was therefore unclear (Powers and Wood, 2007; Knutson and Wood, 2010). In this report we test the hypothesis that the effect of ketamine will be reflected by changes in inflammation-related genes in the hypothalamus and hippocampus. Furthermore, we test the hypothesis that ketamine reduces the influx of bacteria into the fetal brain, thereby blocking the stimulus to inflammation. We have reported, from these experiments, upregulated inflammation pathways in cerebral cortex, hypothalamus and hippocampus, as well as kidney cortex in response to hypoxic hypoxia. We have also reported the transfer of bacteria into the brains of these fetuses. This report specifically addresses the effect of ketamine on the inflammation response in hypothalamus and hippocampus, and addresses the question of whether ketamine reduces or prevents the appearance of bacteria in these brain regions.

## Materials and Methods

### Ethics Statement

All experiments were approved by the University of Florida Animal Care and Use Committee and were performed in accordance with the Guiding Principles for Use of Animals of the American Physiological Society.

### Fetal Ovine Surgery

The surgical procedures for fetal and maternal chronic femoral arterial and venous catheterizations were described previously (Chang and Wood, 2015; Chang et al., 2016b). Briefly, ewes were fasted 24 h before surgery, and received 750 mg ampicillin (Polyflex^®^, Boehringer Ingelheim VetMedica, Inc., St. Joseph, MO, United States) before the induction of anesthesia with 0.5–2% isoflurane with oxygen and intubation. The fetal hindlimbs were catheterized with a set of femoral arterial, venous, and amniotic catheters. Ampicillin (500 mg) was injected into the amniotic fluid before the uterus was sutured closed. The ewe also received a set of femoral arterial and venous vascular catheters. In addition, a non-occlusive catheter was implanted in the maternal trachea for the infusion of nitrogen gas as previously described (Chang and Wood, 2015). Post-operative care was provided to the ewe for a minimum of 5 days, including prophylactic administration of ampicillin (15–20 mg/kg, IM, bid), wound care, and monitoring of rectal temperature, food consumption and signs of infection or distress.

### *In vivo* Transient Hypoxia

Studies were performed on chronically catheterized singleton (*n* = 1) and twin (*n* = 15) ovine fetuses at gestational age 122 ± 5 days (full term = 145–147 days), while the ewes were conscious and freestanding in their pens with access to food. Each pregnancy was randomly assigned to the experimental protocol of normoxia or hypoxia, therefore producing the four groups: normoxia control (NC), normoxia+ketamine (NK), HC, and hypoxia+ketamine (HK). For groups treated with ketamine, the fetuses received 3 mg/kg of ketamine intravenously through the femoral venous catheter 10 min prior to normoxic or hypoxic stimuli (30 min). Transient hypoxia was produced by infusing nitrogen gas into the maternal tracheostomy tube, resulting in a 50% decrease in arterial partial pressures of oxygen (P_a_O_2_) for both the ewe and the fetus. Changes in blood gas compositions (ABL80 Radiometer, Copenhagen, Denmark) were closely monitored by anaerobically drawing arterial blood (1 mL) at regular intervals. Fetal physiological responses (hemodynamics, blood gasses, and neuroendocrine values) to hypoxia, ketamine, and the combination of hypoxia and ketamine have been reported previously (Chang and Wood, 2015). Fetuses were euthanized 24 h post initial stimulation of normoxia or transient hypoxia. The fetal brain was hemisected, with one half reserved for fixation and histological analysis and with the other half dissected for molecular analysis. Hypothalamus was removed as a single block of tissue, bounded on the rostral edge by the rostral edge of the optic chiasm, on the caudal side by the caudal edge of the median eminence, and on the side by the edges of the median eminence (Gersting et al., 2009). Hippocampus was dissected as the entire hippocampus (Gersting et al., 2009). Medulla oblongata was defined as the area between the obex and the caudal medulla-rostral spinal cord border (Gersting et al., 2009).

### Microarray Procedures

Total mRNA was extracted from snap frozen fetal hypothalamus tissues using Trizol extraction followed by RNeasy Plus Mini Kit (Qiagen, Valencia, CA, United States), with on-column DNase digestion. RNA integrity number (RIN) values ranged between 8.0 and 9.0, RNA was labeled with cyanine 3 CTP with the Quick Amp Labeling Kit (Cat# 5190-0442, Agilent Technologies, Santa Clara, CA, United States), according to the manufacturer’s protocol. The specific activities of the labeled cRNAs ranged from 11.6 to 15.2 pmol Cy3/μg RNA and yielded 8.9 to 10.96 μg. The cRNA samples were hybridized and processed for one-channel Sheep Gene Expression Microarray (8 × 15 K slide) – 8 arrays with 15208 oligomers each (Cat# G4813A-019921, Agilent Technologies, Santa Clara, CA, United States) as described (Rabaglino et al., 2014). The slides were scanned with Microarray Scanner System (G2505-90021, Agilent) and the measured fluorescence was detected and converted using Agilent Feature Extraction 9.1 software at the Genomics Division of the University of Florida’s Interdisciplinary Center for Biotechnology Research. All microarray data have been uploaded to the Gene Expression Omnibus of the National Center for Biotechnology Information (accession numbers GSE82016 and GSE97916). We performed array analyses in the hippocampus and the hypothalamus for the following groups: NC (*n* = 3), NK (*n* = 4), HC (*n* = 5), and HK (*n* = 4).

### Network Inference and Analysis, and Functional Annotation of Gene Ontology

Gene networks were inferred using the GeneMania (Montojo et al., 2010) plugin of Cytoscape (Shannon et al., 2003). The functional annotation of gene ontology for groups or networks of genes was analyzed using WEB-based GEne SeT AnaLysis Toolkit (WebGestalt) (Zhang et al., 2005; Wang et al., 2013).

### Immunohistochemistry

Fetal brain tissues (*n* = 4 per group) were fixed in 4% buffered paraformaldehyde overnight, and stored in 70% reagent alcohol until embedded in paraffin wax. All tissue samples were sectioned with a microtome (5 μm) and counterstained with methyl green. To identify the presence of microglia or macrophages, the hypothalamus, hippocampus, and medulla were stained for Iba-1 (ionized calcium binding adaptor protein-1) antibody (Cat.# 019-19741, Waco Pure Chemical Industries, Richmond, VA, United States; 1:500 dilution) and peroxidase-PAP sandwich technique (Vectastain, Vector Labs, Burlingame, CA, United States). For each animal, five (hypothalamus and medulla) and ten (hippocampus) images (40× magnification) were randomly selected for quantification. Vascular integrity was assessed using immunostaining of ovine albumin (anti-Sheep Serum Albumin Polyclonal Antibody MBS715170, MyBiosource Inc., San Diego, CA, United States, dilution 1:200) with peroxidase-PAP sandwich visualization. The number of broken and leaky blood vessels were counted using seven (hypothalamus), ten (cerebral cortex), and five (medulla) random images (10× magnification) per animal. All microscopic quantification was done using a blinded protocol.

### Real-Time PCR (qPCR)

The same set of mRNA used for the microarray was also used for qPCR validations. The primers were designed based on the known *Ovis aries* and *Bos taurus* genomes (Table 1) for SYBR green or TaqMan chemistry. Chemistries used for this analysis were Applied Biosystems Fast SYBR Green master mix, and Taqman Fast Advanced master mix (Cat. # 4385612, 4444558, respectively; Thermo-Fisher Scientific, Waltham, MA, United States). The ovine β-actin primers and probe were used as the house keeping gene control, as described previously (Chang et al., 2016b). Bacterial 16S rRNA was measured using universal 16S primers as described by Nadkarni and coworkers (Nadkarni et al., 2002). For each sample, the relative mRNA expression was calculated by the difference in threshold cycle (Δ*C*_t_) between the triplicate mean C_t_ for each gene and for β-actin.

**Table 1:** Primers and probes used for qPCR analysis (all sequences 5′–3′).

Gene	Forward primer	Reverse primer	Probe
ACTB	TTCCTTCCTGGG CATGGA	GACGTCACACTT CATGATGGAATT	TCCTGCGGCA TTCACGAAACT ACCTT
CASP8	TGGCTGCCCTCA AGTTCCT	GGAATAGCATCA AGGCATCCTT	SYBR Green
CD14	CCTAAAGGAC TGCCGACCAA	GCGGCTCCCTG CTTAGCT	SYBR Green
CRH	TCCCATTTC CCTGGATCTCA	GAGCTTGCTGCG CTAACTGA	TTCCACCTCCT CCGAGAAGTCTT GGAAAT
CXCL10	TTGAACTGATTC CTGCAAGTCA	TTCCTTTTCATT GTGGCAATAATCT	SYBR Green
IL1B	CGTGGCCAT GGAGAAGCT	GGTCATCATCACG GAAGACATGT	SYBR Green
MYD88	GCCTGAGTATTT TGATGCCTTCA	GCTGCCGGATC ATCTCATG	SYBR Green
NFKB1	TCCCACAGATGT TCACAAACAGT	GACGCTCAATCTT CATCTTGTGAT	SYBR Green
NFKBIA	CTACACCTTGCC TGTGAGCA	AGACACGTGTGG CCATTGTA	SYBR Green
OAS1	GAGGAAAGAGG GCGAGTTCT	GGATGAGGCTCT TCAGCTTG	SYBR Green
PTGS2	GCACAAATCTGA TGTTTGCATTCT	CTGGTCCTCGTT CATATCTGCTT	TGCCCAGCACTT CACCCATCAATTTT
PTX3	GCACCTGGGATT CAAAGAAA	TGTTTCATCAAA GCCACCAA	SYBR Green
TLR2	GATTCTGCTGGA GCCCATTG	TCATGATCTTCCG CAGCTTACA	SYBR Green
TLR4	ACTCGCTCCGG ATCCTAGACT	CCTTGGCAAATT CCGTAGTTCT	SYBR Green
TNF	CCCTTCCACCCC CTTGTT	ATGTTGACCTTG GTCTGGTAGGA	SYBR Green

### Statistics

As previously described, statistical analysis for Agilent 15.5 k array was performed with Bioconductor’s Limma package for R software v.2.15.1, which utilized moderated *t*-test and empirical Bayes method for small sample size per group (*p* < 0.05) (Chang et al., 2016b). The qPCR data were analyzed by Student’s *t*-test (Zar, 1984). Two-way nested ANOVA design was applied for immunohistochemistry data analysis, using the Genmod Procedure of SAS/STAT^®^ 9.3 (SAS Institute Inc., Cary, NC, United States). Data are presented as mean values ± standard error of the mean (SEM), and the criterion for statistical significance was *p* < 0.05.

## Results

The blood gas and cardiovascular responses to hypoxia and normoxia, and the effect of ketamine on these variables in a larger cohort of experiments have been previously reported (Chang and Wood, 2015).

Twenty-four hours after the onset of a 30 min period of hypoxia, 280 genes were upregulated and 357 genes were downregulated in hypothalamus compared to fetuses subjected to normoxia alone. 

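Hippocampal RNA from 16 fetuses was labeled with Cy3 and hybridized to 16 one-color ovine arrays, with 3 fetuses in normoxia control (NC), 4 in normoxia plus ketamine (NK), 5 in hypoxia control (HC) and 4 in hypoxia plus ketamine (HK). The arrays lay on 2 slides of 8, and each slide held all 4 groups. Ketamine had been given at 3 mg/kg before the 30 min stimulus, and the tissue was collected at 24 h. The authors deposited the scanner output of each array, in which the Feature Extraction software had subtracted background from the intensity of each spot without normalizing between arrays. They also deposited a log2 table that is quantile normalized between arrays and in which low signals are raised by an offset. Values here start from the background-subtracted intensity, put on the log2 scale, with the 75th percentile of each array subtracted. Before that scaling the 75th percentile lay between 882 and 1199 intensity units, with medians of 1025 in NC, 985 in NK, 1081 in HC and 983 in HK. Between 76.7% and 82.6% of the spots on an array were well above background, which the software set at 13 standard deviations of the background. The probes of control spots were left out, and 12543 of 15008 probes were well above background on at least 3 arrays and were tested. Of these, 1169 carried a gene name, for 767 names, and the others are listed by sequence identifiers. A single limma fit of the 4 groups gave every comparison. The paper's statistics section gives p < 0.05 without naming an adjustment. Probes were counted here at an unadjusted p under 0.05, called the criterion. At that criterion 627 of the probes tested would be called by chance in each comparison if the arrays were independent. The number of arrays per group, 3 to 5, limits the precision of every difference.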

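Hypoxia without ketamine (HC-NC) raised 570 probes and lowered 786, which is 10.8% of the probes tested. The median log2 difference was 0.79 among the raised probes and -0.55 among the lowered ones. These probes carried 81 and 47 gene names. The 5 HC arrays and the 3 NC arrays did not overlap for 980 probes, 7.81% of those tested, where chance gives 3.57%. Counting 1 probe per gene name, apart from the adjusted threshold the alternative that moved these counts most, left 63 and 38. After Benjamini-Hochberg adjustment of limma's moderated test over all probes tested, 1 probe was higher and 1 was lower, and these are named here after their values were seen. The lower one, A_70_P071831, has only the identifier FE034918 and a log2 difference of -0.85 (adjusted p = 0.0139). The higher one is a probe for STAR, A_70_P039532, which was well above background on 5 of 5 HC arrays and 0 of 3 NC arrays and was at least 2.85-fold higher in HC (adjusted p = 0.0139). For such a bound, each array of the group without signal was set at the lowest signal of its spots well above background, or at the probe's own signal where that was higher. Under the other scalings and backgrounds the adjusted p of this STAR probe lay between 0.015 and 0.597. Of the 90 named probes past the criterion whose groups did not overlap, the largest differences were in CXCL8, CXCL10, SELP, CLEC6A, IGFBP1, IRF1 and SLC11A1. SELP rose by 4.15 on the log2 scale (SE 0.98, adjusted p = 0.168), IRF1 by 2.81 (SE 0.78, adjusted p = 0.198) and SLC11A1 by 2.81 (SE 0.67, adjusted p = 0.168). Neither CLEC6A nor IGFBP1 was well above background on any NC array, and the bounds of their probes were at least 3.57-fold and at least 3.22-fold for CLEC6A and at least 2.08-fold and at least 1.82-fold for IGFBP1. A CXCL8 probe was at least 10.9-fold higher, and its second probe, well above background on 2 of 3 NC arrays, rose by 3.76 on the log2 scale (SE 1.19, adjusted p = 0.243). With the authors' deposited values the differences of both CXCL8 probes, both CLEC6A probes and 1 IGFBP1 probe, at 0.82, 1.14, 0.17, 0.16 and 0.12 on the log2 scale, no longer met the criterion.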

In hippocampus, 270 genes were upregulated and 240 were downregulated. We have previously reported these changes in gene expression as well as statistically significant over-represented gene ontology terms and KEGG pathways activation for these differentially regulated genes elsewhere (Zarate et al., 2017). Inflammation- and infection-related pathways were significantly upregulated in both brain regions (Zarate et al., 2017).

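Gene lists were tested in HC-NC with limma's camera, at a preset inter-gene correlation of 0.01, over 766 gene names, and p was adjusted over the 17 lists with at least 3 genes. 7 lists were higher in HC and 1 was lower. The list of the response to lipopolysaccharide had a median log2 difference of 1.16 over 22 genes, of which 18 were higher (adjusted p = 6.94e-07). Adjusted over the list alone, 13 of its genes were higher, namely SELP, ICAM1, CD14, NFKBIA, IL1B, IL1RN, TNF, CXCL8, CEBPB, PLAUR, TLR2, TLR4 and SLC11A1, while over all probes tested none of them passed and 13 had an unadjusted p under 0.05. The list of TLR signaling had a median of 0.38 over 28 genes, of which 21 were higher (adjusted p = 2.09e-04), and shared 17 genes with other lists. Adjusted over the list alone, 9 of its genes differed, which were TLR2, TLR4, CD14, NFKBIA, IL1B, TNF, CXCL8 and CXCL10, all higher, and TRAF3, which was lower by -0.61 (SE 0.14). Interferon-stimulated genes had a median of 1.78 over 7 genes, each of them higher (adjusted p = 5.17e-04), and CXCL10, IRF1 and PSMB8 passed when adjusted over the list alone. Genes of the MAPK pathway had a median of 0.55 over 10 genes (adjusted p = 0.00359), with IL1B, CD14 and TNF passing over the list alone. Cytokines, chemokines and their receptors had a median of 0.18 and a mean of 0.67 over 30 genes (adjusted p = 0.0139), with IL1RN, at 2.42, the 1 gene that passed over the list alone, and without HC replicate 4 the adjusted p of this list was 0.128. Markers of microglia and macrophages had a median of 1.12 over 7 genes (adjusted p = 0.00359), with the smallest unadjusted p in FCER1G, FCGR1A and FCGR2B. A list of 14 of the genes the paper measured by qPCR had a median of 0.75 (adjusted p = 5.17e-04). Over the list alone 9 passed, 8 higher and 1 lower. This is not independent evidence, because the study chose these genes on these samples. The lists of TLR signaling, the response to lipopolysaccharide, MAPK, and cytokines and chemokines were written for pathways the paper reported from these arrays. Their calls are not independent evidence either. Markers of hippocampal neurons were lower, with a median of -0.66 over 5 genes (adjusted p = 0.0476) and the smallest unadjusted p in GRIN1, GRIA1 and SST, but their adjusted p was 0.099 with the slide as a block and 0.286 without HC replicate 5. The choice of set test moved these calls most. Of the 8 lists, fry called TLR signaling, the response to lipopolysaccharide, MAPK and the qPCR genes (adjusted p between 0.015 and 0.0287), and also called apoptosis, which camera did not (adjusted p = 0.061). With the correlation estimated from the data camera called 0 lists at an adjusted p under 0.05, the smallest being 0.114, and 5 at an unadjusted p under 0.05.

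**Figure D1:**
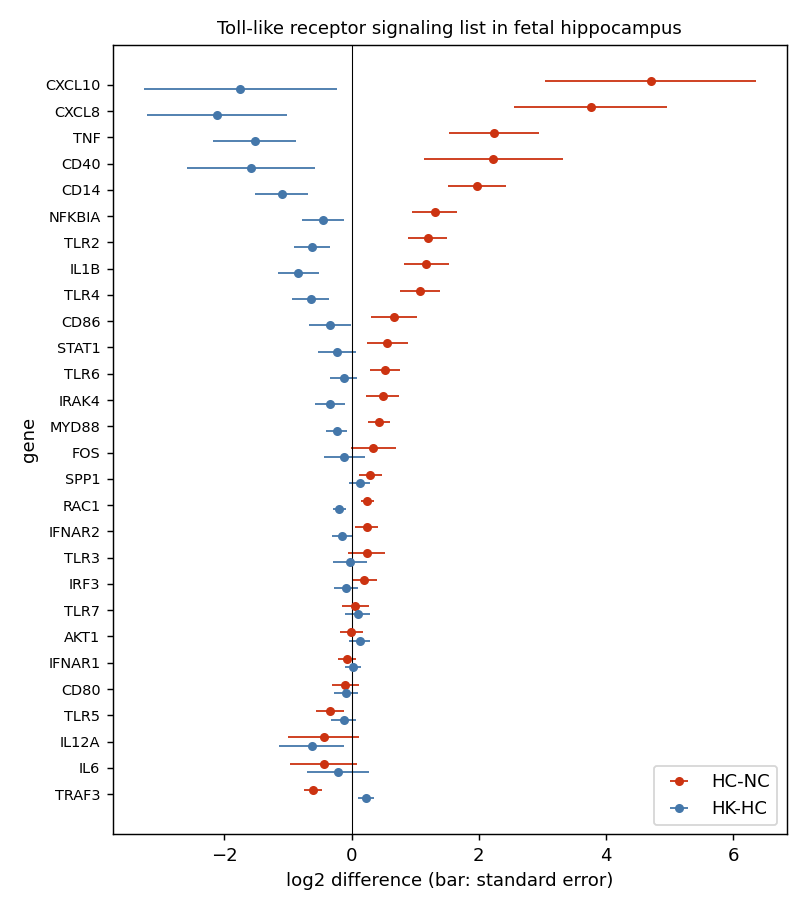
Log2 difference, on the horizontal axis, of each of the 28 genes of the list of TLR signaling in HC-NC (red) and in HK-HC (blue), with bars for the standard error from limma. In HC-NC 21 of these genes lie above 0, and in HK-HC 5 do.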

Ketamine alone (in normoxic fetuses) upregulated 15 genes and downregulated 21 genes in hypothalamus and upregulated 22 and downregulated 29 genes in hippocampus. 

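In normoxia, ketamine (NK-NC) raised 89 hippocampal probes and lowered 134, which is 1.78% of the probes tested, fewer than the 627 that chance gives for independent arrays. The 8 splits of these arrays that part all 3 pairs of one replicate number, the real one included, called between 142 and 255 (median 207). Among those the real count was not low. By limma with Benjamini-Hochberg adjustment 0 probes passed, the smallest adjusted p being 1, against the 223 probes at an unadjusted p under 0.05. The arrays of the groups did not overlap for 442 probes, 3.52% of those tested, where chance gives 5.71%. Without NC replicate 3 the number of raised probes was 156, and without NK replicate 1 it was 145. NC and NK arrays with one replicate number deviated together, and with that number as a block within each oxygen group, a fit chosen after seeing the data, 150 probes were raised and 233 lowered. Of the 11 named probes past the criterion whose groups did not overlap, the 10 largest differences were in ITGAL, STAR, ARNT, EPAS1, CLC5, PLIN5, IRAK4, MYC and AHR. ITGAL was not well above background on any array of either group, and no fold is given. STAR was well above background on 3 of 4 NK arrays and was at least 1.27-fold higher than in NC. EPAS1 rose by 0.93 on the log2 scale (SE 0.26, well above background on 1 of 3 NC arrays), CLC5 by 0.93 (SE 0.40, well above background on 1 of 3 NC and 3 of 4 NK arrays) and PLIN5 by 0.65 (SE 0.27). ARNT fell by 0.97 (SE 0.32) and by 0.48 (SE 0.14) on its 2 probes, IRAK4 fell by 0.45 (SE 0.16), MYC fell by 0.39 (SE 0.15) and AHR fell by 0.38 (SE 0.17). Of these 10 probes, 3 missed the criterion with the block within each oxygen group, CLC5 (0.48), IRAK4 (-0.40) and the ARNT probe with the larger difference (-0.96), and CLC5 (0.78) alone did with the replicate number as a block over all groups. With normexp background correction ITGAL, ARNT, IRAK4 and AHR had the opposite sign, at 0.96 for ITGAL, 0.76 and 0.82 for ARNT, 0.69 for IRAK4 and 0.84 for AHR. With normexp and limited local background, chosen after seeing the data, they kept their sign and missed the criterion, at -0.11 for ITGAL, -0.21 and -0.14 for ARNT, -0.18 for IRAK4 and -0.07 for AHR. Of the 10 probes, 9 missed the criterion with this limited form. With normexp itself 5 reversed, 4 kept their sign but missed the criterion, and 1 kept its call. With the authors' deposited values 9 of the 10 probes had an unadjusted p above 0.05, and MYC did not.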

Gene ontology analysis of the upregulated genes revealed significant association with extracellular matrix binding and collagen binding in hypothalamus, but the downregulated genes did not reveal any significant biological processes in hypothalamus. In the hippocampus, there was no significant biological processes revealed by gene ontology analysis that were associated with either the upregulated or the downregulated genes.

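Of the 17 gene lists, 0 passed in NK-NC at an adjusted p under 0.05 by camera, by fry or with the estimated correlation, and 0 at an unadjusted p under 0.05 by any of the 3. The smallest adjusted p was 0.992 by camera and 0.991 by fry. Interferon-stimulated genes had the smallest unadjusted p by camera, with a median log2 difference of -0.37. The list of TLR signaling had a median of 0.01 and a mean of -0.03, and camera's direction for it was down. It held 2 genes at an unadjusted p under 0.05, TLR5 at -0.53 (SE 0.23) and TRAF3 at -0.37 (SE 0.14), and 0 adjusted over the list alone (smallest 0.527). The response to lipopolysaccharide had a median of 0.06 and held no gene at an unadjusted p under 0.05.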

Ketamine had a substantial effect on the transcriptomic response to hypoxia. 

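In ketamine-treated fetuses the hypoxia response of the hippocampus can be read from HK and NK, which share no arrays with HC and NC. This comparison (HK-NK) raised 352 probes and lowered 308, 5.26% of those tested, and 0 passed Benjamini-Hochberg adjustment of limma's test (smallest adjusted p 0.836). The groups did not overlap for 417 probes, 3.32% of those tested, where chance gives 2.86%. Over the 570 probes raised in HC-NC the median HK-NK difference was 0.29, a ratio of 0.364 to the HC-NC median. Of these probes, 88.6% were also higher in HK than in NK, and 114 passed the criterion there. Over the 786 probes lowered in HC-NC the median HK-NK difference was -0.09, a ratio of 0.166, with 70.2% also lower and 46 passing the criterion. Choosing the probes on HC and NC enlarges their HC-NC medians, so both ratios lie under 1 without any effect of ketamine. When the ketamine labels were redrawn within hypoxia and within normoxia and the probes chosen anew, a test added after seeing the data, 48 of 100 draws, the real one included, had a ratio as low over the raised probes (median of the others 0.377) and 31 of 100 over the lowered ones (0.228). In HC arrays kept out of the choice the HC-NC medians were 0.55 and -0.43, still against the NC arrays that took part in it. Among the 10 largest differences of named probes past the criterion in HK-NK whose groups did not overlap, 5 were in probes well above background on every array of both groups, namely CATHL3, which rose by 4.42 (SE 1.26, adjusted p = 0.873), LTF by 1.98 (SE 0.68, adjusted p = 0.9), the NPPC probes by 1.24 and 1.23 (SE 0.31 and 0.33, adjusted p = 0.836) and IGFBP3 by 1.20 (SE 0.54, adjusted p = 0.939). BRS3 rose by 2.24 and 1.67, with 1 of 4 NK arrays well above background, while CXCL8 was at least 2.56-fold higher, with no NK array above it, IGFBP1 was above it on 2 of 4 HK and 0 of 4 NK arrays, and CYBB was not above it on any array of either group. A test of whether the ketamine effect differed between hypoxia and normoxia, as the interaction term of the same fit, called 307 probes with a positive and 124 with a negative term, 3.44% of those tested, and 0 after adjustment (smallest adjusted p 1). No gene list passed in HK-NK, where the smallest adjusted p was 0.0768 by camera, for the interferon-stimulated genes, 0.459 by fry and 0.773 with the estimated correlation, and 2 lists by camera, 0 by fry and 0 with the estimated correlation had an unadjusted p under 0.05. That interferon list, at a median of 1.14, passed with quantile normalization (adjusted p 0.0484), with normexp (7.22e-04) and without HK replicate 1 (0.00155), while without HK replicate 2 its adjusted p was 0.715.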

In hypothalamus, ketamine decreased the expression of 293 genes in and increased the expression of 238 genes in the fetuses subjected to hypoxia (Figure 1). In hippocampus, ketamine upregulated 125 and downregulated 130 genes when compared to hypoxia alone (Figure 2).

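Among hypoxic fetuses, ketamine (HK-HC) raised 359 hippocampal probes and lowered 235, which is 4.74% of the probes tested. By limma's moderated test 0 probes passed Benjamini-Hochberg adjustment, with 0.969 as the smallest adjusted p. With the replicate number as a block 600 probes were raised and 455 lowered, and 2 passed the adjustment. For HK and HC the 4 correlations of deviations between arrays of one number had a mean of 0.22, against -0.06 for other numbers. However, 1 of them was 0.07, so whether the numbers pair these arrays stays open. The median log2 difference was 0.42 among the raised probes and -0.50 among the lowered ones, which carried 32 and 26 gene names. The 4 HK and 5 HC arrays did not overlap for 126 probes, 1.00% of those tested, where chance gives 1.59%. Without HC replicate 1 the counts were 580 and 491, and without HK replicate 3 they were 235 and 174. Only 9 named probes passed the criterion with groups that did not overlap. Both BRS3 probes were higher in HK, by 1.33 (SE 0.49) and 1.32 (SE 0.42), with 2 and 3 of the 5 HC arrays well above background. ESR1 was higher by 0.96 (SE 0.42), THRB by 0.57 (SE 0.17), PRKAA2 by 0.41 (SE 0.12), NUS1 by 0.33 (SE 0.14) and PAX4 by 0.26 (SE 0.11). MCL1 was lower in HK and fell by 0.54 (SE 0.19), and IGF1R fell by 0.35 (SE 0.13). With the authors' deposited values 4 of these 9 probes, 1 of BRS3 and those of ESR1, PRKAA2 and PAX4, had an unadjusted p above 0.05, and with normexp all 9 did, but with normexp and limited local background, chosen after seeing the data, all 9 met the criterion.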

**FIGURE 1:**
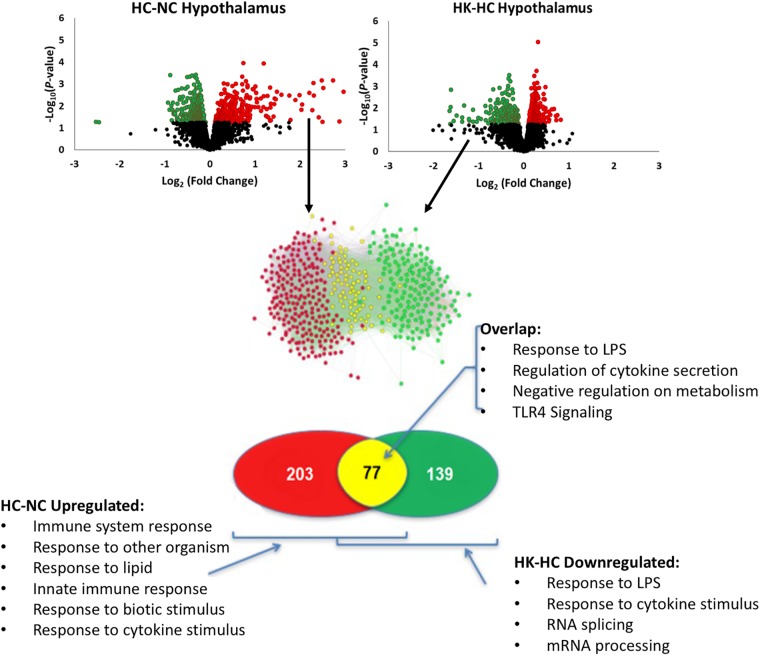
As shown in top panels, analysis of gene expression using Agilent ovine 15.5 k array revealed significant up- and down-regulation of gene expression by hypoxia compared to normoxia [HC-NC, previously reported (Zarate et al., 2017)], as well as significant up- and down-regulation of gene expression in hypoxic animals by ketamine (HK-HC). Network inference and statistical modeling of gene ontology terms revealed that hypoxia upregulated pathways related to inflammation, and that ketamine was effective at decreasing the gene expression in those pathways in the hypoxic animals. Transcriptomic modeling indicated a high likelihood of the entire inflammation pathway from TLR2 and TLR4 being involved in the response. HC-NC plots were previously published under a Creative Commons Attribution 4.0 International License in Zarate et al. (2017).

**FIGURE 2:**
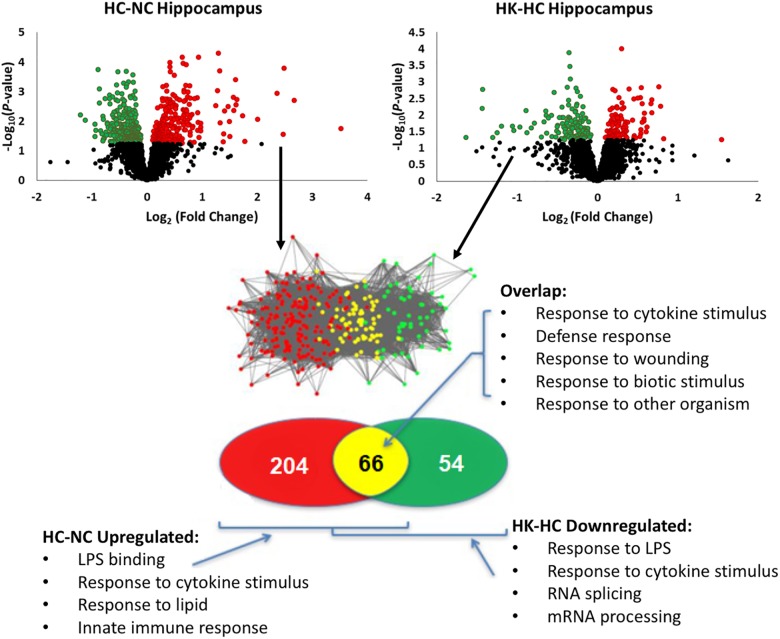
Top panels, significant up- and down-regulation of gene expression in hippocampus by hypoxia compared to normoxia [HC-NC, previously reported (Zarate et al., 2017)], as well as significant up- and down-regulation of gene expression in hypoxic animals by ketamine (HK-HC). Network inference and statistical modeling of gene ontology terms were as described in legend to Figure 1. HC-NC plots were previously published under a Creative Commons Attribution 4.0 International License in Zarate et al. (2017).

Comparison of the genes upregulated by hypoxia but downregulated by ketamine after hypoxia, allows identification of those pathways that are activated by hypoxia but whose activation is reversed by ketamine pretreatment. This analysis in hypothalamus revealed 77 genes with this pattern (Figure 1). Gene ontology analysis revealed that these genes were significantly associated with immune response, cellular response to lipopolysaccharide, response to other organism, innate immune response, and response to molecule of bacterial origin (Table 2). KEGG pathways significantly associated with these genes include MAPK signaling pathway, cytokine-cytokine receptor interaction, hematopoietic cell lineage, chemokine signaling, and TLR signaling pathway (Table 2).

**Table 2:** Top 10 gene ontology biological processes and enriched KEGG pathways associated with genes that were significantly up regulated in the hypothalamus during acute hypoxic stress, but were down regulated with ketamine.

Analysis	Pathways, processes, functions, components	# Genes involved	Adjusted *P*-values
Biological	Defense response	30	1.93E-11
Process	Response to stress	45	2.09E-10
	Immune response	26	7.72E-09
	Immune system process	33	7.72E-09
	Regulation of defense response	16	1.67E-07
	Response to lipopolysaccharide	12	2.05E-07
	Response to other organism	18	2.05E-07
	Response to wounding	24	2.30E-07
	Innate immune response	17	2.85E-07
	Response to molecule of bacterial origin	12	2.85E-07
KEGG	MAPK signaling pathway	9	1.05E-07
Pathways	Osteoclast differentiation	7	1.17E-07
	Cytokine-cytokine receptor interaction	8	6.45E-07
	Hematopoietic cell lineage	5	8.36E-06
	Toll-like receptor signaling pathway	5	1.28E-05
	Chemokine signaling pathway	6	1.28E-05
	Pathways in cancer	7	1.94E-05
	Toxoplasmosis	5	2.96E-05
	Hepatitis C	5	3.96E-05
	Adipokine signaling pathway	4	4.60E-05

The same analysis strategy in hippocampus revealed 66 genes that were upregulated by hypoxia but downregulated by ketamine (Figure 2). 

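In the hippocampus, 114 probes were raised in HC-NC and lowered in HK-HC, which is 20.0% of the raised and 48.5% of the lowered probes. They carried 19 gene names. Their median log2 difference was 0.85 in HC-NC and -0.60 in HK-HC, and HK lay 0.18 above NC and 0.14 above NK. Both comparisons contain the 5 HC arrays, so a chance deviation of HC raises a probe in one and lowers it in the other. In 100 simulations of unchanged groups sharing these arrays, the overlap had a median of 53 and lay between 34 and 74, but these take probes as independent. Of 100 regroupings of the NC, HC and HK arrays, the real one included, 18 had an overlap as large, and of 100 splits of the 9 hypoxia arrays with NC kept 24 did. With array weights, which moved it most upward, the overlap was 262, and with normexp it was 25. Without HK replicate 3 it was 49 and without HC replicate 2 it was 74, while it was 248 without HC replicate 1 and 183 without HC replicate 5. To keep the HC arrays apart, they were parted in each of the 10 ways into 3 that chose the probes raised over NC and 2 that were compared with HK. A median of 537 probes was chosen. On the arrays that chose them, HK lay below HC by a median log2 difference of -0.42. On the arrays kept apart the median was -0.13, between -0.32 and 0.003 over the 10 partings, and below 0 in 9 of them. This median was -0.03 with the authors' deposited values, -0.23 with normexp and -0.06 without HK replicate 3. There 61.5% of the chosen probes were lower in HK, between 49.4% and 79.0%. From this overlap the paper reasons that pathways activated by hypoxia can be identified whose activation ketamine pretreatment reverses.

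**Figure D2:**
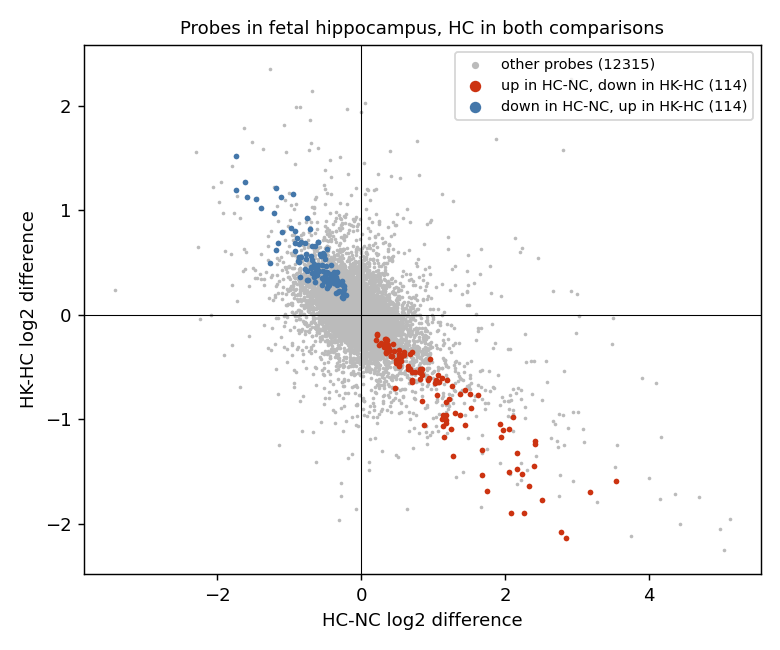
HK-HC against HC-NC log2 difference of each tested probe, with the HC arrays in both. The 114 probes raised and then lowered (red) lie at the lower right, the 114 lowered and then raised (blue) at the upper left, and the other tested probes are grey.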

Significantly associated biological process terms of these genes included response to cytokine stimulus, response to lipopolysaccharide, response to molecule of bacterial origin, response to external stimulus, and response to stress (Table 3). 

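Over-representation among the probes raised by hypoxia and lowered by ketamine was tested with a one-sided Fisher's exact test on 1 probe per gene name, of which 14 of 767 were in the set. Of the 22 genes of the response to lipopolysaccharide, 7 were in the set where 0.402 are expected (p adjusted over the 17 lists 2.92e-07), namely CD14, CEBPB, IL1B, IL1RN, TLR2, TLR4 and TNF. Of the 14 qPCR genes, 5 were in the set (adjusted p = 1.43e-05), all of them also in the first list, and the study had chosen them on these samples. Across the whole list, the response to lipopolysaccharide was lower in HK than in HC by a median log2 difference of -0.71 (camera, adjusted p = 1.72e-07), with 7 of 22 genes past an unadjusted p of 0.05 and 0 adjusted over the list alone (smallest 0.153). Interferon-stimulated genes were lower by a median of -1.25 (adjusted p = 5.44e-04, and 0.0577 without HK replicate 1), and the qPCR genes by -0.54 (adjusted p = 2.59e-05). In this comparison 6 lists passed by camera, all lower in HK, while fry and the estimated correlation each called 0, with smallest adjusted p of 0.141 and 0.0676 and 4 lists each at an unadjusted p under 0.05. The number of lists over-represented in the set was 4, and it was 0 without any one of HC replicate 2, HC replicate 4, HK replicate 1 or HK replicate 3, and 1 with the authors' deposited values.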

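For the pathways behind the same set of probes raised by hypoxia and lowered by ketamine, the gene lists hold TLR signaling, cytokines and chemokines with their receptors, MAPK and JAK/STAT. These lists, like that of the response to lipopolysaccharide, were written for terms the paper reported from this overlap on these arrays. Their over-representation is therefore not independent evidence. The list of TLR signaling had 5 of 28 genes in the set, CD14, IL1B, TLR2, TLR4 and TNF, where 0.511 are expected (Fisher's exact test, adjusted p = 4.06e-04). The MAPK list had 3 of 10, CD14, IL1B and TNF (adjusted p = 0.0023). Cytokines, chemokines and their receptors had 3 of 30, IL1B, IL1RN and TNF (adjusted p = 0.05, which did not pass). The JAK/STAT list had 0 of 9 (adjusted p = 1). Among the remaining lists, the interferon-stimulated genes had MX2, the microglial markers FCGR1A and apoptosis MCL1, with adjusted p between 0.294 and 0.455. Over whole lists in HK-HC, camera gave a median log2 difference of -0.22 for TLR signaling (adjusted p = 2.59e-05), -0.18 for cytokines, chemokines and receptors (adjusted p = 5.24e-04), -0.31 for MAPK (adjusted p = 2.5e-04) and -0.05 for JAK/STAT (adjusted p = 0.253). TLR signaling held 5 genes at an unadjusted p under 0.05 and 0 adjusted over the list alone (smallest 0.247).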

KEGG pathways significantly overrepresented in this gene set were cytokine-cytokine receptor interaction, TLR signaling pathway, MAPK signaling pathway, adipocytokine signaling pathway, chemokine signaling pathway, osteoclast differentiation, and JAK/STAT signaling pathway (Table 3).

**Table 3:** Top 10 gene ontology biological processes and enriched KEGG pathways associated with genes that were significantly up regulated in the hippocampus during acute hypoxic stress, but were down regulated with ketamine.

Analysis	Pathways, processes, functions, components	# Genes involved	Adjusted *P*-values
Biological	Response to lipid	18	4.49E-08
Process	Response to cytokine stimulus	15	1.49E-06
	Response to organic substance	27	1.49E-06
	Response to biotic stimulus	16	1.53E-06
	Response to chemical stimulus	33	1.53E-06
	Response to other organism	15	4.53E-06
	Response to lipopolysaccharide	10	4.53E-06
	Response to molecule of bacterial origin	10	6.95E-06
	Response to external stimulus	21	1.54E-05
	Response to stress	32	1.61E-05
KEGG Pathways	Cytokine-cytokine receptor interaction	7	8.15E-06
	Malaria	4	2.32E-05
	Toll-like receptor signaling pathway	4	2.00E-04
	MAPK signaling pathway	5	6.00E-04
	Adipocytokine signaling pathway	3	1.20E-03
	Chemokine signaling pathway	4	1.50E-03
	Amoebiasis	3	3.10E-03
	Osteoclast differentiation	3	4.60E-03
	African trypanosomiasis	2	5.20E-03
	Jak-STAT signaling pathway	3	6.50E-03

There were 57 genes in hypothalamus and 31 in hippocampus that were downregulated by hypoxia but increased in the fetuses subjected to hypoxia and ketamine. 

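In the hippocampus, 114 probes were lowered in HC-NC and raised in HK-HC, which is 14.5% of the lowered and 31.8% of the raised probes, and 6 gene names were among them, ADRB1, ARNT, GRIA4, NFAT5, SLC4A4 and THRB, singled out after their values were seen. Their median log2 difference was -0.55 in HC-NC and 0.41 in HK-HC, and HK lay -0.11 from NC and 0.10 from NK. Simulated unchanged groups sharing the HC arrays gave a median of 56.5 such probes, between 38 and 72, with probes taken as independent, whereas 16 of 100 regroupings of the NC, HC and HK arrays and 27 of 100 splits of the hypoxia arrays reached 114. This overlap was 58 without HK replicate 3, 69 without HC replicate 4 and 75 without NC replicate 3, and it was 194 without HC replicate 1 and 205 without HK replicate 2. With the HC arrays parted in 10 ways, the probes lowered in 3 of them were higher in HK by a median of 0.27 against those same arrays and by 0.09 against the 2 kept apart, between -0.04 and 0.24. The value was above 0 in 9 of the partings.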

In both brain regions, these genes were not significantly associated with gene ontology terms. 

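Of 767 gene names in the hippocampus, 6 belonged to the probes lowered by hypoxia and raised by ketamine after hypoxia. None of the 17 gene lists had a member among them, and a one-sided Fisher's exact test gave an adjusted p of 1 for each.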

KEGG analysis of the hypothalamic genes revealed a significant association with metabolic pathways, vitamin digestion and absorption, fructose/mannose metabolism, endocytosis, and spliceosome, while a similar analysis in hippocampus did not yield any significantly associated KEGG pathways.

The upregulation of inflammation-related genes (MYD88, NFKB, etc.) and the subsequent modeling of the transcriptome led us to further explore the relationship between hypoxia and inflammation, and the modification of this relationship by ketamine at both the RNA and histological levels. 

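Of the genes of the paper's Table 1 and Figure 4, 16 have a probe that was tested, and those given here for the hippocampus are each represented by the probe with the highest mean, in log2 units relative to the 75th percentile of the array. Among their genes for which no probe is named are NFKB1, CASP8, MAP3K14 and IKBKB. Most probes are listed by sequence identifiers alone, so unnamed probes for these genes are not excluded. MYD88 was -4.58 ± 0.25 (SD, n = 3) in NC, -4.15 ± 0.17 (SD, n = 5) in HC and -4.39 ± 0.19 (SD, n = 4) in HK. Its HC-NC difference of 0.43 (limma, SE 0.17, adjusted p = 0.378) met the criterion, and its HK-HC difference of -0.24 (SE 0.16, adjusted p = 0.969) did not. The MYD88 difference in HC-NC missed the criterion without NC replicate 1 (0.35), NC replicate 3 (0.37) or HC replicate 5 (0.38), and with the authors' deposited values (0.07). NFKBIA, the inhibitor of NF-kB, was 0.61 ± 0.09 (SD, n = 3) in NC and 1.92 ± 0.77 (SD, n = 5) in HC, a difference of 1.30 (SE 0.35, adjusted p = 0.19), although HC replicate 5 lay at 0.58. In HK-HC it fell by 0.45 (SE 0.32) and did not meet the criterion, but without HC replicate 5 it fell by 0.78 and did. CD14 was -3.26 ± 0.27 (SD, n = 3) in NC, -1.29 ± 0.86 (SD, n = 5) in HC and -2.39 ± 0.80 (SD, n = 4) in HK, with each HC array above each NC array (HC-NC difference 1.97, SE 0.45, adjusted p = 0.149). TLR2 rose by 1.20 in HC (SE 0.30, adjusted p = 0.184) and fell by 0.63 in HK (SE 0.28). TLR4 rose by 1.07 (SE 0.31, adjusted p = 0.204) and fell by 0.64 (SE 0.29). IL1B rose by 1.17 (SE 0.34, adjusted p = 0.211) and fell by 0.83 (SE 0.32). TNF, well above background on 2 of 3 NC and 2 of 4 HK arrays, rose by 2.24 (SE 0.70, adjusted p = 0.239) and fell by 1.52 (SE 0.64). The HK-HC differences of CD14, TLR2, TLR4, IL1B and TNF met the criterion, each with an adjusted p of 0.969, and none met it when only HK and HC were in the fit. With the authors' deposited values TLR2, TLR4 and TNF missed it, and each of the 5 missed it without at least 1 of the hypoxia arrays, with differences as small as -0.81 for CD14 and -0.49 for TLR4 without HK replicates 3 and 1, -0.41 for TLR2 without HC replicate 4, and -0.60 for IL1B and -1.14 for TNF without HK replicate 1. A two-sided exact permutation test of each gene alone gave p between 0.0873 and 0.119 for these 5 in HK-HC, where 126 splits allow a p as small as 0.00794. For HC-NC, where 56 splits allow 0.0179, the exact permutation p was 0.0179 for TLR4, TNF and BAX, 0.0357 for CD14, TLR2 and CXCL10, 0.0536 for MYD88 and IL1B and 0.0893 for NFKBIA. Adjusted over the 16 genes the smallest exact p was 0.0952 in HC-NC and 0.272 in HK-HC. These permutation tests did not pair arrays of one replicate number. With that number as a block within each oxygen group, a fit chosen after seeing the data, 5 of 35 named differences gained the criterion. All 5 were HK-HC differences of these 16 genes, so some HK-HC misses given here depend on the block. For HK and HC the 4 correlations of deviations had a mean of 0.22, against -0.06 for arrays of other numbers, but 1 was 0.07. The paper ties no number to a pregnancy, so whether the numbers pair these arrays stays open. CXCL10 rose by 4.70 in HC (SE 1.63, adjusted p = 0.293), by 4.12 without NC replicate 3, which missed the criterion, and its HK-HC difference of -1.75 did not meet it. BAX fell by 0.36 in HC (SE 0.13, adjusted p = 0.325) and by less without NC replicate 1, at -0.27, which missed the criterion. PTGS2, PTX3, BCL2, BAD, PRKACA and AKT1 met the criterion in neither comparison. The HC-NC difference of PTGS2 was -1.20 (SE 0.91), and -1.25 (SE 0.78) on its second probe. The paper states that these expression changes and the modeling of the transcriptome led to the study of hypoxia, inflammation and ketamine by qPCR and histology.

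**Figure D3:**
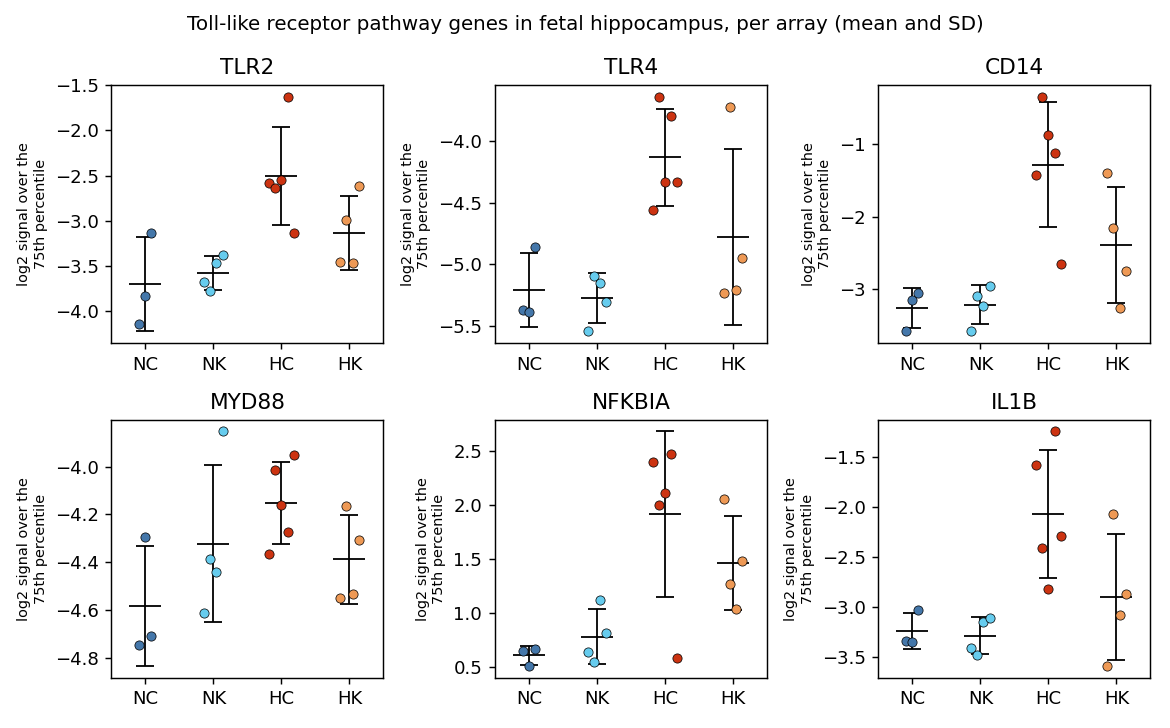
Log2 signal of each array over the array's 75th percentile, on the vertical axes, for 6 genes of the TLR pathway in NC, NK, HC and HK. Horizontal lines are group means and bars are SD. CD14 lies higher on each of the 5 HC arrays than on each of the 3 NC arrays, while the HK and HC arrays overlap.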

We chose to probe, at the mRNA expression level, the TLR pathway and the apoptosis pathway. Hypoxia increased the abundance of mRNA for multiple inflammation-related genes in hypothalamus (Figure 3) and hippocampus (Figure 4), including TLR2, CD14, NFKBIA, IL1B, CXCL10, PTGS2, and CASP8 (previously reported in Zarate et al., 2017). Ketamine reduced the CD14, TLR2, TLR4, MYD88, NFKB, and CASP8 mRNA abundance in one or both of these brain regions compared to fetuses that were subjected to hypoxia but not to ketamine treatment (Figures 3, 4).

**FIGURE 3:**
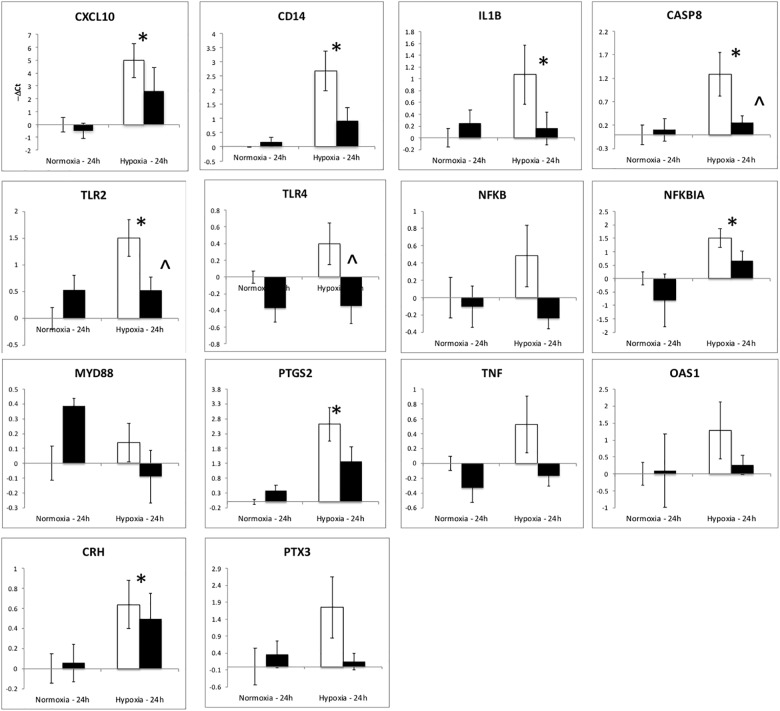
Gene expression (mRNA abundance) in fetal hypothalamus measured by real-time qPCR for genes in the toll-like receptor inflammation pathway. Values are represented as negative delta cycle threshold (–Δ*C*_t_) compared to the NC group. Open bars represent experiments in which ketamine was not administered. Filled bars represent experiments in which ketamine was administered before normoxia or hypoxia. The criterion for statistical significance was *P* < 0.05 (Student’s *t*-test). Data are presented as means ± SEM, and the y-axis scale varies between plots. ^∗^Statistically significant difference of hypoxia group compared to normoxia control. ∧Statistically significant difference of hypoxia control group compared to hypoxia + ketamine group.

**FIGURE 4:**
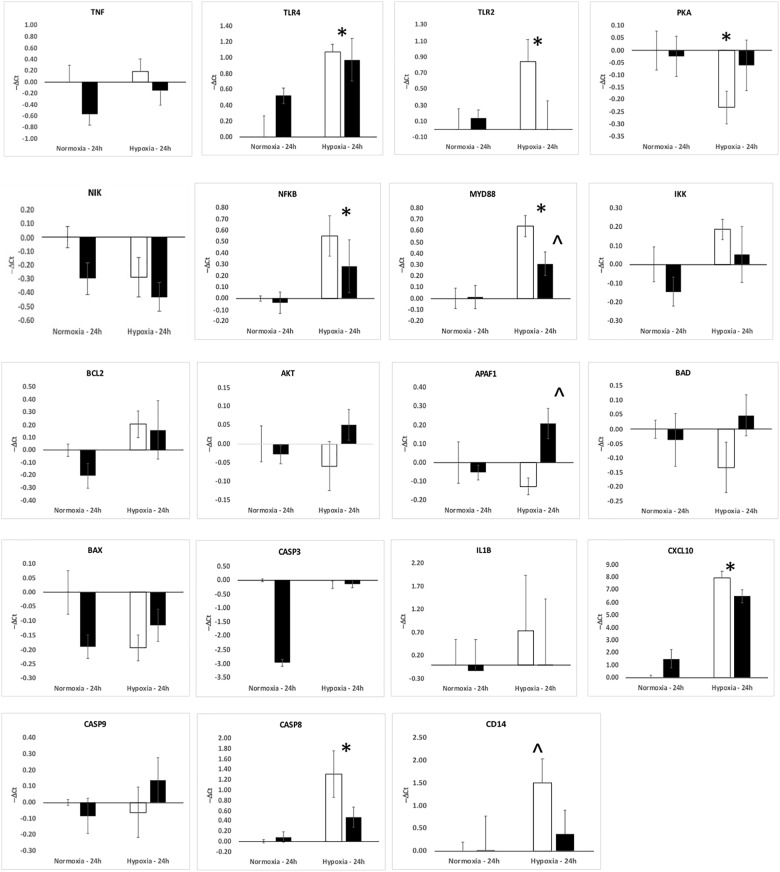
Gene expression (mRNA abundance) in fetal hippocampus measured by real-time qPCR for genes in the toll-like receptor inflammation pathway. Values are represented as negative delta cycle threshold (–Δ*C*_t_) compared to the NC group. Open bars represent experiments in which ketamine was not administered. Filled bars represent experiments in which ketamine was administered before normoxia or hypoxia. The criterion for statistical significance was *P* < 0.05 (Student’s *t*-test). Data are presented as means ± SEM, and the y-axis scale varies between plots. ^∗^Statistically significant difference of hypoxia group compared to normoxia control. ∧Statistically significant difference of hypoxia control group compared to hypoxia + ketamine group.

The gene ontology analysis and the qPCR analysis indicated that a major component of the response 24 h after hypoxia is inflammation, and more specifically genes related to the toll-like receptor (TLR2 and TLR4) inflammation pathway. We have reported, previously, that hypoxia increases microglia/macrophage abundance in cerebral cortex (Chang et al., 2016a), renal cortex (Chang et al., 2016b), and in hypothalamus and hippocampus (Zarate et al., 2017). We have also previously reported that anti-inflammatory actions of ketamine pretreatment were accompanied by reductions in microglia/macrophages in both fetal cerebral (Chang et al., 2016a) and renal (Chang et al., 2016b) cortex. In this report, we extend this effect of ketamine to hypothalamus and hippocampus (Figure 5).

**FIGURE 5:**
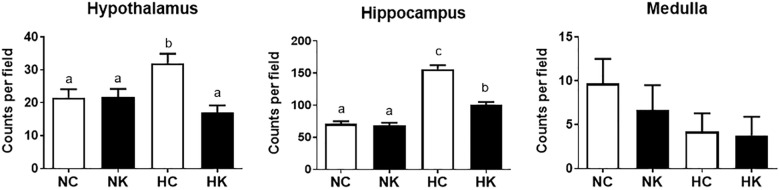
Ketamine reduces the number of microglia and macrophages in the hypothalamus and hippocampus 24 h after transient hypoxia. For each brain region, the Iba-1 positive cells counted per 40X field (average of 7 fields analyzed for each animal) were averaged from 4 animals per group. Data from hippocampus are average measurements from regions CA1, CA2, CA3, CA4, and Dentate Gyrus. Data are expressed as mean ± SEM. Different letters indicate statistically significant difference (*P* < 0.05). NC, normoxia control; NK, normoxia + ketamine; HC, hypoxia control; HK, hypoxia + ketamine.

We have previously demonstrated that hypoxia resulted in an increase in the abundance of bacterial 16S rRNA gene expression and vascular permeability in fetal cerebral cortex, hypothalamus, and hippocampus (Zarate et al., 2017). Ketamine significantly reduced the effect of hypoxia on vascular integrity in hypothalamus and cerebral cortex (Figure 6) and decreased the macrophage/microglia infiltration of hypothalamus and hippocampus (Figure 5). Likewise, ventilatory hypoxic hypoxia produced an increase in bacterial load though an upregulation of 16S gene; however, ketamine did not significantly reduce or block the hypoxia-induced increase in qPCR-detectable 16S bacterial rRNA (Figure 7). While not specifically the topic of this analysis, medulla was analyzed for Iba-1 and albumin immunostaining: neither hypoxia nor ketamine had any effect on either of these measured variables in medulla (Figures 5, 6).

**FIGURE 6:**
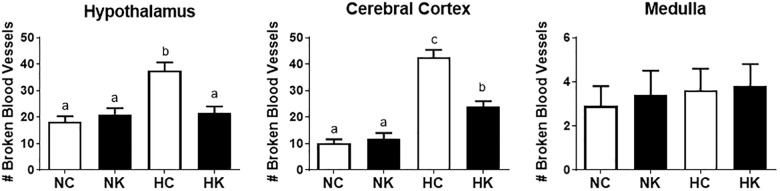
Ketamine reduces the number of broken or leaky blood vessels in the fetal hypothalamus and cerebral cortex 24 h after transient hypoxia. Number of broken blood vessels were counted in 10X field images and averaged for each animal per brain region: hypothalamus, cerebral cortex, and medulla. Data are expressed as means ± SEM (*n* = 4/group). Different letters indicate statistically significant difference (*P* < 0.05). NC, normoxia control; NK, normoxia + ketamine; HC, hypoxia control; HK, hypoxia + ketamine.

**FIGURE 7:**
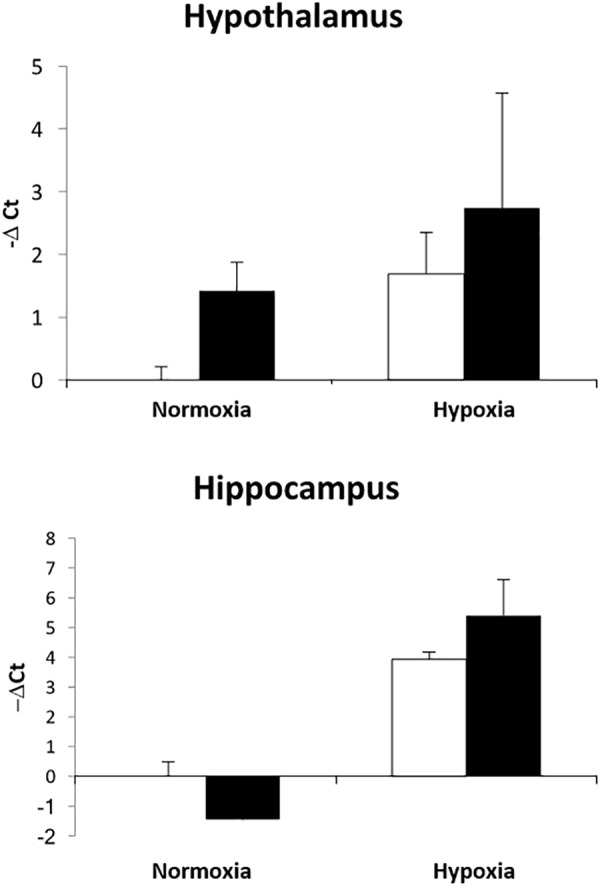
Effect of ketamine on the expression of 16S bacterial rRNA in hypothalamus and hippocampus 24 h after transient hypoxia. Data are presented as –Δ*C*_t_ values relative to the NC group for each brain region (*n* = 4 animals per group). Data are expressed as mean ± SEM.

## Discussion

We hypothesized that ketamine would reduce hypothalamic inflammation secondary to its action to block NMDA receptor activity, thereby reducing the damaging effects of intense glutamate neurotransmission. Our original concept was that glutamate neurotransmission, followed by calcium influx into neurons, would increase apoptosis and cell death, ultimately initiating inflammation. Calcium is also released from macrophages into the extracellular space. It is possible that cell death and the associated release of cellular contents into the extracellular space could cause or contribute to the inflammation and increase in macrophage/microglia in hypothalamus and hippocampus. While the results of the present study do not reveal the ultimate cause of the inflammation, they do demonstrate that the entire inflammation cascade at a gene transcript level is activated, similar to the response to infection. Ketamine attenuates the activation of genes in inflammation-related pathways.

Although, we designed this experiment on the assumption that the mechanism of action of ketamine was the blockade of NMDA receptors, we propose that the anti-inflammatory action of the drug in the context of the present experiments is likely to involve other mechanisms. For example, the results could be explained by an action of ketamine to block macrophage activation or translocation. Shimaoka and colleagues reported that ketamine, but not other NMDA receptor antagonists, reduced nitrate production and TNFα production by J774 cells (a murine macrophage-like cell line) (Shimaoka et al., 1996). Ketamine reduces NFkB activation in A172 human glioblastoma cells exposed to LPS (Sakai et al., 2000) and reduces TNFα and IL6 production by LPS-stimulated RAW 267.4 (transformed mouse macrophage) cells (Wu et al., 2008). The mechanism of action may involve a reduction in ERK1/2 phosphorylation (Chang et al., 2010) and may, in cases of gram negative bacterial infection, interfere with LPS binding protein binding to LPS (Chen et al., 2009). The majority of bacteria appearing in fetal brain in the present experiments are gram positive (*Staphylococcus*), as reported previously (Zarate et al., 2017). Ketamine is known to reduce TLR2-mediated activation of ERK1/2 and NFKB by lipoteichoic acid, the principal component of cell wall in gram positive bacteria (Chang et al., 2010). However, in this study, ketamine did not produce any significant effects on bacterial load in the fetal hippocampus or hypothalamus. We believe that ketamine failed to have any affects on bacterial 16S gene expression because it has neither antibiotic properties nor any obstructive effects on the bacterial movement from maternal to fetal circulation. Histological data also indicates that hypoxia negatively affects the integrity of the blood vessels, and ketamine administration reduced the number of broken vessels. We have previously reported (Chang and Wood, 2015) that ventilatory hypoxia produces hemodynamic modifications in the fetus, and this response was attenuated by ketamine. Alterations in hemodynamics during acute episodes of hypoxia have been reported to affect the microvascular system, especially in the brain (Mark and Davis, 2002; Luo et al., 2012; Baburamani et al., 2013). These previous findings strongly supports our data and together they provide new insights on the therapeutical effects of ketamine in episodes of hypoxia-induced cerebral edema (Shu et al., 2012). The exact mehanisms on how blood vessels integrity are affected by hypoxia are not fully elucidated.

It is perhaps tempting to assume that inflammation in the fetal hypothalamus is damaging, or that inflammation might “program” an increased propensity for adult disease. The results of the present study do not, however, address the question of whether inflammation and the increase in tissue macrophages/microglia is damaging or whether the changes that we observe are reparative. Indeed, it is not clear from the present experiments that the inflammation reflects damage or cell death in any of the brain regions. Microglia and macrophages are important participants in tissue development and maturation. For example, microglia appear to be important in the turnover of neuronal progenitor cells in the developing brain. Arno and colleagues have proposed that microglia are a critical part of maintaining the balance between cell division and cell death in the developing brain (Arno et al., 2014). Loss of microglial function might be causative with regard to known conditions involving cellular overgrowth (Arno et al., 2014). Unknown variables important to fetal brain inflammation may have great relevance to the ultimate outcome of the offspring. Knowing, for example, that fetal brain response to transient hypoxic hypoxia involves several heretofore unrecognized variables – including bacteria after, for example, maternal antibiotic treatment or prophylactic indomethacin treatment during pregnancy or labor/delivery, or the use of ketamine for analgesia in the Neonatal Intensive Care Unit.

We conclude that the action of ketamine in the fetal brain (or, perhaps in the premature neonatal brain when ketamine is used in the Neonatal Intensive Care Unit) reflects a reduction in the inflammatory response to bacteria or to other pathogen-associated molecular patterns to which the brain is exposed. Future work should perhaps be focused on the programming effects of maternal ventilatory hypoxia as well as elucidating possible sex effects differences induced by hypoxic episodes in late gestation.

## Author Contributions

EC and CW conceived and designed the experiments, collected, analyzed, and interpreted the data, drafted the article, and critically revised the article for important intellectual content. MZ, TA, and MR collected, analyzed and interpreted the data, and critically revised the article for important intellectual content. ER and MK-W interpreted the data and critically revised article for important intellectual content. All authors approved the final version submitted for publication.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

CASP8: caspase8
CD14: CD14 molecule
CXCL10: chemokine (C-X-C motif) ligand 10
ERK: extracellular signal-regulated kinase
HC: hypoxic control
HK: hypoxia + ketamine
IL1β: interleukin 1 beta
JAK/STAT: janus kinase/signal transducers and activators of transcription
KEGG: Kyoto Encyclopedia of Genes and Genomes
LPS: lipopolysaccharides
MAPK: mitogen-activated protein kinases
MYD88: myeloid differentiation primary response 88
NC: normoxic control
NFκB: nuclear factor kappa-light-chain-enhancer of activated B cells
NK: normoxia + ketamine
NMDA: *N*-Methyl-_D_-aspartate
PTGS2: prostaglandin-endoperoxide synthase 2
TLR: toll-like receptor
TNFα: tumor necrosis factor-alpha

How the deposited data were processed for this re-analysis (not part of the article)

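Gene expression was measured in the hippocampus of 16 fetal sheep, 3 in normoxia control (NC), 4 in normoxia plus ketamine (NK), 5 in hypoxia control (HC) and 4 in hypoxia plus ketamine (HK), with 1 one-color Agilent ovine array per fetus on 2 slides of 8. Replicates 1 and 2 of each group lay on the first slide and the others on the second, so no group was tied to a slide. The hypothalamus arrays were not analysed here. Conditions and replicate numbers were taken from the sample labels, which name the hippocampus and RNA integrity numbers from 7.7 to 9.2.

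The authors deposited the scanner output of each array. According to the file headers, the intensity of each spot had been background-subtracted and detrended within the array by Feature Extraction, with surrogate values near background and no normalization between arrays, and each spot carried a mark for being well above background. The version in the headers is not the one in the paper's methods. The log2 values of the authors' deposited table share their quantiles over the arrays, follow the order of the median spot intensity minus local background, and lie near 8.04 at negative control spots, so they were quantile normalized after low signals were raised by an offset. The paper's text does not name the normalization or a filter for the hippocampus.

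From the processed intensity, log2 was taken and the 75th percentile of the non-control probes of each array was subtracted. Control spots and spots marked as outliers by the software were left out, and spots of the same probe were averaged. Of 15008 probes, 12543 well above background on at least 3 of 16 arrays were tested. Gene names were read from the array annotation and its pairing with gene symbols, and 1454 of 15008 probes had one (9.69%). Between 76.7% and 82.6% of spots were well above background on an array, and the number of arrays limits the precision.

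One linear model with the 4 groups was fitted with limma 3.58.1 in R 4.3.3, so the groups share one estimate of the spread per probe. Its moderated test, two-sided, gave HC-NC, NK-NC, HK-HC, HK-NK and the interaction of ketamine with hypoxia. Probes were counted at an unadjusted p under 0.05, called the criterion in the passages, and at a Benjamini-Hochberg adjusted p under 0.05. The paper's statistics section gives p < 0.05 without naming an adjustment. The genes of the paper's Table 1 and Figure 4 alone were also compared by exact permutation tests, added after the limma results were seen. The named genes were these, by the probe with the highest mean, and for each comparison the 10 named probes with the largest absolute log2 difference among those past the criterion whose groups did not overlap. PKA, NIK, IKK, AKT and NFKB of the figure were read as PRKACA, MAP3K14, IKBKB, AKT1 and NFKB1.

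The gene lists were TLR signaling, cytokines and chemokines with their receptors, the response to lipopolysaccharide, interferon-stimulated genes, MAPK, JAK/STAT, and microglia and macrophages. Others were the response to hypoxia, the glucocorticoid response, immediate early genes, apoptosis, choroid plexus, endothelium, meninges and mesenchyme, astrocytes and hippocampal neurons. The last list held genes the paper measured by qPCR, 14 of them tested, and not all of those with a probe. All lists were written by hand, for pathways the paper names and for cell types that dissection could vary. The paper had reported the response to lipopolysaccharide, TLR signaling, MAPK, cytokines and chemokines, and JAK/STAT from these arrays. Calls of these lists are therefore not independent evidence. Lists of red blood cells, neutrophils and oligodendrocytes had fewer than 3 tested genes and were not tested as lists. Each gene was represented by its brightest probe, and the 17 lists were tested with camera at a preset inter-gene correlation of 0.01, with fry and with an estimated correlation. Over-representation among probes raised in HC-NC and lowered in HK-HC was tested with Fisher's exact test against the 767 named genes tested. The gene ontology and KEGG tests of the paper were not repeated, because no term annotation was used here.

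HC-NC and HK-HC share the HC arrays. Their overlap was therefore compared with 100 simulations of unchanged groups and 100 regroupings of the arrays, and was also read after parting the HC arrays in each of 10 ways.

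The NC and NK arrays with one replicate number deviated together from their group means, with correlations of 0.37, 0.31 and 0.21 over probes against a mean of -0.10 for arrays of other numbers. The numbers come from the sample labels, and the paper does not tie them to pregnancies. For HK and HC, 3 of 4 such correlations were over 0.1.

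The comparisons, the gene lists, the rule for named genes and the alternatives below were set before the data were examined, except where a text says otherwise. The alternatives were normexp background correction with an offset of 50, quantile normalization, median scaling, the authors' deposited values, no filter on dim probes, probes well above background on all 16 arrays, the slide, the slide with the array row, or the replicate number as a block, only the 2 groups compared in the fit, array weights, a trended and robust prior, 1 probe per gene name, the mean of a gene's probes, the adjusted threshold, other set tests, and each array left out in turn. Added after seeing the data were normexp with local backgrounds over 100 set to the array's median, the replicate number as a block within each oxygen group, and the authors' deposited values with no filter.

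The steps were tested on simulated data in which 200 of 12455 probes were changed. At an unadjusted p under 0.05 between 90.5% and 96% of the changed probes were found, and between 4.85% and 5.16% of the unchanged probes were called. Camera, at an unadjusted p under 0.05, called 20 of 20 simulated lists shifted by 0.5 on the log2 scale in HC-NC, and 0 of 20 unshifted ones. The simulated probes and genes varied independently. These simulations therefore cannot show how often camera calls unshifted lists whose genes are correlated. The values of 1 gene that was tested and is included in the counts are not reported here.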

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

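The tests of the label and signal of HC replicate 5, of single arrays behind the interaction, and with normexp and limited local background were chosen only after the result was seen.

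HC replicate 5 stood apart from the other HC arrays in NFKBIA, because the gap to its nearest neighbor was a larger part of the group's range than Dixon's 95% limit allows. For NFKBIA this part was 0.752, with HC replicate 5 at 0.58, the other HC arrays between 2.01 and 2.47 and the NC mean at 0.61. Over the named genes 145 groups of arrays were tested this way and 4 exceeded the limit, where about 7.25 would by chance. A normoxia sample under an HC label is argued against, since over the 555 probes raised in HC-NC without HC replicate 5 this array lay 0.55 above the NC mean, while NK arrays lay between -0.01 and 0.15 from it and each other HC array at least 0.57. A weak array is argued against too, because 79.6% of its spots were well above background, inside the range of the HC arrays, 76.7% to 82.6%. A swap with an HK sample, a true difference of this fetus and chance stay open, and no condition in the design separates HC replicate 5 from the other HC arrays.

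NK replicate 3 stood apart from the other NK arrays in CXCL8 and NPPC by the same limit. For the CXCL8 probe A_70_P039662 the gap took 0.897 of the range, with -7.50 against a mean of -5.38, and the spot was not well above background. The second CXCL8 probe differed by -0.46 on this array, where it was not well above background either, so a fault of 1 spot and a lower level in this fetus cannot be told apart because the signals are too dim. For NPPC the gap took 0.853 of the range, with -3.05 against -3.76, and the second NPPC probe was higher by 0.54 on the same array, which argues against a fault of 1 spot. No biological explanation was tested for NK replicate 3, since the design gives none.

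The effect of ketamine differed between hypoxia and normoxia, by the interaction term of limma, for 5 of the 51 probes named in the text. The term was -1.29 for STAR (HK-HC -0.18, NK-NC 1.11), 0.84 for ARNT (HK-HC 0.35, NK-NC -0.48) on its probe A_70_P002837, 0.67 for AHR (HK-HC 0.28, NK-NC -0.38), 0.68 for THRB (HK-HC 0.57, NK-NC -0.11) and 0.41 for PRKAA2 (HK-HC 0.41, NK-NC -0.01). Over all genes tested each had an adjusted p of 1, and over the 51 probes only this ARNT probe passed (adjusted p = 0.0272). The second ARNT probe missed the criterion, with a term of 0.86 and an HK-HC difference of the opposite sign (HK-HC -0.11, NK-NC -0.97, adjusted p over the 51 probes 0.293). These probes were among those with the largest differences in NK-NC or HK-HC, which enlarges their interaction terms. A difference between the slides is argued against, since all 5 stayed at an unadjusted p under 0.05 with the slide as a block. A single array is argued against for STAR, ARNT and AHR, for which the highest unadjusted p with each array left out was 0.0326. For THRB and PRKAA2 a single array may be enough, as both lost the criterion without NC replicate 2, where THRB had an unadjusted p of 0.0603 and PRKAA2 of 0.125. STAR was well above background on 0 of 3 NC arrays, so its fitted differences from NC are no bounds. Background correction stays open for ARNT and AHR, because with normexp their NK-NC differences were positive, at 0.82 and 0.84, and with normexp and limited local background they stayed negative but missed the criterion, at -0.14 and -0.07. An effect of ketamine on these genes that depends on oxygen stays open as a hypothesis.

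STAR was higher in HC than in NC, and the paper does not discuss this gene. Its probe A_70_P039532 had a fitted log2 difference of 2.28, and with every HC array and no NC array well above background it was at least 2.85-fold higher, and its second probe at least 3.16-fold higher (adjusted p 0.11). A difference between the slides is argued against by an adjusted p of 0.0307 with the slide as a block, and a single array as the source of the difference by log2 values between 1.93 and 2.63 with each array left out in turn. Its adjusted p nevertheless exceeded 0.05 in 4 of these fits, without NC replicate 1 (0.103), NC replicate 2 (0.081), HC replicate 3 (0.0584) or HC replicate 4 (0.0515). The handling of dim signals stays open, since the adjusted p was 0.0153 with quantile normalization, 0.015 with median scaling, 0.343 with the authors' deposited values, 0.381 with normexp and limited local background, and 0.597 with normexp. STAR was also well above background on 3 of 4 NK and 4 of 4 HK arrays. A response of STAR to hypoxia may explain its difference, as a hypothesis that the same arrays raised and tested.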

How the results depend on the processing

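The tests with normexp and limited local background, with the replicate block within each oxygen group and with the authors' deposited values and no filter were chosen only after the result was seen. A count of probes is said to have moved when it changed by more than 1.5 times. Unless a reason is given, the cause was not tested.

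Quantile normalization, median scaling, the slide as a block, the trended and robust prior and the authors' deposited values with or without a filter moved no count of probes in HC-NC, NK-NC, HK-HC, HK-NK or the interaction and neither overlap. The ratio of the hypoxia response with ketamine to that without it lay between 0.287 with normexp and 0.419 with its limited form, values that choosing the probes on HC-NC gives without an effect of ketamine. The HK against HC difference on HC arrays kept apart stayed below 0 under each alternative for which it was computed, but ran from -0.23 with normexp to -0.03 with the authors' deposited values, with or without a filter.

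With normexp background correction the probes higher and lower were 311 and 274 in HC-NC, 10 and 8 in NK-NC, 55 and 37 in HK-HC, 44 and 29 in HK-NK and 58 and 40 for the interaction, and the overlaps were 25 (up, then down) and 18 (down, then up). It called 1 gene list in HK-NK, and 0 lists were over-represented in the first overlap. In NK-NC it reversed ITGAL (0.96), ARNT (0.76 and 0.82), IRAK4 (0.69) and AHR (0.84). It shifted the median of all probes by 0.34 in HC-NC, 0.28 in NK-NC and -0.31 in the interaction, where each other scaling gave medians within 0.1 of 0, so its directions are relative to those shifts. Its fitted background mean was -1161 at the lowest and under -50 on 6 arrays. With local backgrounds over 100 limited, the lowest was -10.3, and the counts that moved were 1379 lower in HC-NC, 26 higher in NK-NC, 724 and 152 in HK-HC, 554 and 49 for the interaction, and 324 for down, then up. This form did not reverse the 4 genes in NK-NC, but ITGAL (-0.11), ARNT (-0.21 and -0.14), IRAK4 (-0.18) and AHR (-0.07) missed the threshold.

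The share of higher probes among those called was 42.0% in HC-NC, and it was 53.2% with normexp and 23.0% with the limited form. In NK-NC it was 39.9%, against 55.6% and 19.0%. In HK-HC it was 60.4%, against 82.6% with the limited form, and for the interaction 71.2%, against 59.2% and 91.9%.

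With no filter on dim probes 227 were lower in NK-NC, and with probes well above background on all 16 arrays 44 were higher there. With only the 2 groups compared in the fit 230 were lower in NK-NC, and the overlap up, then down was 74. Array weights gave 162 and 252 in NK-NC, 426 lower in HK-HC, 216 negative interaction terms, overlaps of 262 and 211, and 7 lists over-represented in the first. Counting 1 probe per gene name left 63 and 38 in HC-NC, 8 and 6 in NK-NC, 22 and 19 in HK-HC, 39 and 13 in HK-NK, 18 and 7 for the interaction, and overlaps of 14 and 6, since fewer probes are counted. The Benjamini-Hochberg threshold of limma left 1 and 1 in HC-NC and 0 elsewhere, overlaps included, against 223 to 1356 probes at an unadjusted p under 0.05 in the 4 comparisons of groups.

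Gene lists in HK-NK rose from 0 to 1, the interferon-stimulated genes, with normexp, with quantile normalization, with probes well above background on all 16 arrays, and with the slide and array row as blocks. The lists over-represented in the first overlap fell from 4 to 1 with the authors' deposited values. Over the set tests, fry called 5 lists in HC-NC and 0 in HK-HC, and the estimated correlation 0 and 0, where camera called 8 and 6. At an unadjusted p under 0.05 fry had 9 and 4, and the estimated correlation 5 and 4. The hippocampal neuron list lost its call in HC-NC with other filters, blocks, array weights and set tests, with an adjusted p from 0.052 to 0.394, and without HC replicate 5 (0.286). Cytokines and chemokines lost theirs in HC-NC with no filter (0.0663), and MAPK (0.0733) and the qPCR genes (0.0829) with normexp. The glucocorticoid response gained one in HC-NC with the authors' deposited values (0.0302) and array weights (0.0429), apoptosis with fry (0.015), no filter (0.0399) and array weights (0.0449), and microglia and macrophages in HK-HC with array weights (0.0144).

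The replicate block gave 600 and 455 in HK-HC, 545 lower in HK-NK, 244 negative interaction terms and overlaps of 229 and 191. Its adjusted counts were 15 in HC-NC and 2 in HK-HC. Of the probes called without it, 74.9% stayed in HC-NC and 74.7% in HK-HC. For NC and NK, whose numbers pair the arrays, it moved neither count of NK-NC and took the call from CLC5 (0.78) alone among the named probes there. The replicate block within each oxygen group gave 150 and 233 in NK-NC, 661 and 542 in HK-HC, and 476 and 283 for the interaction, with an adjusted count of 3 in HK-HC and 0 in NK-NC. For HK and HC the rule used leaves the pairing open, as 1 of the 4 correlations of deviations was 0.07, although their mean was 0.22. Over all comparisons the replicate block changed the call of 5 of 71 named differences, and in HC-NC it gave calls to the glucocorticoid response (0.0229) and apoptosis (0.0243) and took that of hippocampal neurons (0.254). It changed no other call in NK-NC, where the block within each oxygen group took those of CLC5 (0.48), IRAK4 (-0.40) and 1 ARNT probe (-0.96). The block within each oxygen group gave calls to 5 of 35 named differences, all in HK-HC.

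With each array left out in turn, HC-NC had between 412 and 716 probes higher and 544 to 917 lower, NK-NC 67 to 156 and 106 to 182, HK-HC 235 to 580 and 174 to 491, HK-NK 253 to 395 and 244 to 420, and the interaction 231 to 450 and 92 to 219. The extremes of HK-HC came without HK replicate 3 and without HC replicate 1, 156 in NK-NC without NC replicate 3, and 219 for the interaction without HC replicate 1. The overlaps ranged from 49 to 248 and from 58 to 205, lowest without HK replicate 3, and highest without HC replicate 1 and HK replicate 2. Lists called ranged from 7 to 9 in HC-NC, 5 to 7 in HK-HC and 0 to 1 in HK-NK (1 without NK replicate 1, HC replicate 1, HC replicate 4 or HK replicate 1), were 0 in NK-NC throughout, and those over-represented in the first overlap from 0 to 7, with 0 without HC replicate 2, HC replicate 4, HK replicate 1 or HK replicate 3, 1 without HK replicate 4 and 7 without HC replicate 3. The ratio of the hypoxia responses lay between 0.275 and 0.436, and the difference on HC arrays kept apart between -0.19, without HK replicate 2, and -0.06, without HK replicate 3.

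Of 71 named differences, quantile normalization left 69 on their side of the threshold, median scaling 70, no filter and the slide as a block all 71, only the 2 groups compared 65, the authors' deposited values 44, normexp 30 and its limited form 51. Of the 10 named probes with the largest differences in NK-NC, 5 were well above background on all 16 arrays.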

Differences from the paper's values

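The tests with a limited local background, with the authors' deposited values and no filter, and with the replicate block within each oxygen group were chosen only after the result was seen. The paper counts genes and the values here count probes. The paper's threshold is p < 0.05 with no adjustment named, and the threshold here is an unadjusted p under 0.05.

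For HC-NC the paper's numbers are 270 genes upregulated and 240 downregulated, and here 570 probes were higher and 786 lower. Of the alternatives set before the data were examined, normexp background correction gave counts within 1.5 times of the paper's (311 and 274), and the others did not.

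For NK-NC the paper's numbers are 22 upregulated and 29 downregulated, and here they were 89 and 134. None of the alternatives set before the data were examined came within 1.5 times of these. Normexp with limited local background, chosen after seeing the values, gave 26 upregulated.

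For HK-HC the paper's numbers are 125 upregulated and 130 downregulated, and here they were 359 and 235. The counts printed in the diagram of its Figure 2 add up to fewer downregulated genes than its text gives. For the downregulated genes, the fit of only the 2 groups compared (180) and the fits without HC replicate 2 (177) or HK replicate 3 (174) came within 1.5 times, and no other alternative set before the data were examined did. Normexp with limited local background, chosen after seeing the values, gave 152. For the upregulated genes none did.

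The paper's overlap of genes up in HC-NC and down in HK-HC is 66, and here it was 114. Within 1.5 times of it were the fit of only the 2 groups compared (74) and the fits without NC replicate 1 (93), NC replicate 2 (85), NC replicate 3 (94), HC replicate 2 (74), HC replicate 4 (95) or HK replicate 3 (49), and no other alternative set before the data were examined was. Normexp with limited local background, chosen after seeing the values, gave 80. The paper's overlap of genes down in HC-NC and up in HK-HC is 31, and here it was 114, with none of the alternatives within 1.5 times.

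The paper lists the JAK/STAT pathway among those over-represented in the genes up in HC-NC and down in HK-HC, and here 0 of the 9 genes of that list were in the set (Fisher's exact test, adjusted p = 1). It also lists cytokine-cytokine receptor interaction, and here 3 of 30 genes of the corresponding list were in the set, with an adjusted p of 0.05 that did not pass. The lists here are not the KEGG sets.

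In Figure 4 of the paper BCL2 lies higher and BAD lower after hypoxia, neither marked as significant, and on the arrays BCL2 differed by -0.06 (adjusted p = 0.951) and BAD by 0.17 (adjusted p = 0.64). The paper's text names PTGS2 among genes raised by hypoxia in qPCR, for hypothalamus and hippocampus together. On the hippocampal arrays it differed by -1.20 (limma, adjusted p = 0.699), and by -0.35 without HC replicate 5.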

Other observations

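The tests of neighboring places on a slide, of array rows, of the ratio of hypoxia responses, and of pairs of one replicate number behind the low share in NK-NC were chosen only after the result was seen.

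Other splits of the same arrays were counted for each comparison, the real one included. For HC-NC, 2 of 56 splits had as many probes at an unadjusted p under 0.05, which excludes chance at a share under 0.05 for this comparison taken alone. The second, with 1800 probes, set NC replicates 1 to 3 with HC replicates 1 and 3 against HC replicates 2, 4 and 5 and did not follow the slides. It did part the HC arrays by row, with HC replicates 1 and 3 in the first row of a slide. HC replicates 2, 4 and 5 lay in the second row, as did NC replicate 2. Chance cannot be excluded for NK-NC (26 of 35), HK-HC (64 of 100 drawn from 126), HK-NK (14 of 35) or the interaction (64 of 100 drawn from 4410). Of the 8 NK-NC splits that part the 3 pairs of one replicate number, 3 were as large, and the others that were as large exchange NC and NK within pairs and reached 255 probes. Among the drawn splits that part all 4 pairs, 3 of 10 were as large for HK-HC and 1 of 8, the real one, for HK-NK. So few splits cannot give a share under 0.05, and chance is not excluded by them either.

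For the gene lists in HC-NC, 2 of 56 splits had a statistic as far from 0 for TLR signaling, a share under 0.05 for that list taken alone but the smallest of 8 lists, with no allowance for their number, so chance over the lists is not excluded. Nor can it be excluded for the response to lipopolysaccharide (3), MAPK (3), the qPCR genes (4), microglia and macrophages (6), cytokines and chemokines (7), interferon-stimulated genes (8) or hippocampal neurons (14). In HK-HC, of 100 splits, 12 were as far for TLR signaling, 18 for cytokines and chemokines, 9 for the response to lipopolysaccharide, 30 for interferon-stimulated genes, 6 for MAPK and 6 for the qPCR genes, so chance cannot be excluded for any of them.

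The overlap of probes up in HC-NC and down in HK-HC was as large in 18 of 100 regroupings of the NC, HC and HK arrays and in 24 of 100 splits of the 9 hypoxia arrays with NC kept. That of probes down and then up was as large in 16 and 27 of them. Chance is not excluded for either, although 0 of 100 simulations of unchanged groups, which take probes as independent, reached them. Of the shared HC arrays, the partings gave a median HK against HC difference of -0.13 for probes up in HC-NC and 0.0909 for probes down in it on arrays kept apart. These lie on the side of a reversal but span 0 over the 10 partings, so a reversal by ketamine and the shared arrays cannot be told apart with 5 HC arrays.

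The hypoxia response was smaller with ketamine (HK-NK) than without it (HC-NC) over the probes called in HC-NC, at ratios of medians of 0.364 for those raised and 0.166 for those lowered. Choosing the probes on HC-NC is enough for such ratios, since with the ketamine labels redrawn within hypoxia and within normoxia and the probes chosen anew 48 of 100 draws were as low for the raised and 31 of 100 for the lowered probes. A smaller response through ketamine stays open and is not shown by these ratios.

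A difference between the slides is argued against as the source of the calls, since with the slide as a block 89.0% of the probes called in HC-NC and 91.4% of those called in HK-HC stayed so in the same direction. The share called in NK-NC, 1.78%, lay under the 5% that chance gives for independent arrays. The spread of the hypoxia arrays in the shared fit is argued against as the whole reason, because with only the NC and NK arrays in the fit the share was 2.62%. Pairs of NC and NK arrays that deviate together are a possible explanation of part of it, since the 8 splits that part all 3 pairs called at most 255 probes and the 3 splits that part no pair at least 502. Those 8 splits include the real one and had a median of 207, so the real count of 223 was not low among them. With the replicate number as a block within each oxygen group the share was 3.05%, still under 5%, so the rest stays open.

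Hypoxia arrays lay farther from their group means than normoxia arrays, at a mean distance of 0.477 ± 0.051 (SD, n = 9) against 0.403 ± 0.040 (SD, n = 7), a ratio of 1.18 (two-sided exact permutation test over 11440 splits, p = 0.00726). The test exchanged finished distances and did not recompute the group means. Distances within a group share arrays and are not independent, so this p may be too small. For HK against NK, with 4 arrays each, the ratio was 1.11. Dim probes are argued against as the source, with a ratio of 1.36 over the brighter part of the probes, and the slides too, with 1.19 after each slide's mean was removed. A response to hypoxia that varies between fetuses, and differences between pregnancies, stay open and were not tested.

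TTR, which encodes transthyretin, a marker of the choroid plexus, ran from -1.43 to 6.41 in log2 units over the 16 arrays, a fold range of 229.5. The slides are argued against, since removing their means left 0.994 of its spread. The 8 arrays in the second row of a slide lay between 1.74 and 6.41 and the 8 in the first between -1.43 and 3.07, and with the row fitted 0.585 of the spread was left. The row and the replicate number cannot be told apart, because every array of one number lies in one row, and the 4 arrays of replicate 2 lay between 5.37 and 6.41. Choroid plexus tissue in some samples may be the source, but the other 5 genes of that list had a median r of 0.38 with TTR over 16 arrays with group means removed, and the question stays open. IGFBP2 followed TTR (r = 0.70, permutation p = 7.1e-04, adjusted over the 5 relations 0.00355, and rho = 0.67, permutation p = 0.00542, adjusted 0.0271), and r was 0.80 without the 2 arrays farthest from the median of TTR. The other 4 were IGF2 (r = 0.38, permutation p = 0.145, rho = 0.25, permutation p = 0.344, r without the 2 arrays 0.37), AQP1 (r = 0.37, permutation p = 0.161, rho = 0.15, permutation p = 0.581, without them 0.16), CLDN1 (r = 0.47, permutation p = 0.0512, rho = 0.35, permutation p = 0.179, without them 0.24) and CLDN3 (r = 0.04, permutation p = 0.882, rho = -0.06, permutation p = 0.814, without them 0.24), with adjusted permutation p of 0.128 or more for r and 0.448 or more for rho. The list as a whole differed in neither HC-NC (adjusted p 0.938, with a median of 0.01 and a mean above 0 although camera's direction was down) nor HK-HC (0.723). Of its 6 genes, 5 were well above background on every NC array.

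NC and NK arrays of one replicate number deviated together from their group means. Their place on a slide is argued against as the source, since 4 pairs of neighbors in a row from different oxygen groups had a mean correlation of 0.0436, between -0.04 and 0.13. Twin fetuses with one number are a possible explanation that the paper's text does not settle, and over 14 pairs with one number across oxygen groups the mean was 0.09.

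The gene lists not given elsewhere had these adjusted p by camera. In HC-NC they were 0.695 for JAK/STAT, 0.913 for the response to hypoxia, 0.0693 for the glucocorticoid response, 0.061 for apoptosis, 0.431 for immediate early genes, 0.695 for endothelium, 0.431 for meninges and mesenchyme and 0.386 for astrocytes. In HK-HC they were 0.253 for JAK/STAT, 0.108 for microglia and macrophages, 0.138 for apoptosis, 0.575 for the response to hypoxia, 0.237 for the glucocorticoid response, 0.741 for immediate early genes, 0.237 each for endothelium, meninges and mesenchyme and hippocampal neurons, and 0.723 for astrocytes, whose median was -0.09 and mean 0.04. The microglia and macrophage list shares no gene with another list, and 4 of its 7 genes were well above background on every NC array. The interferon list shares 2 of 7 genes, MAPK 7 of 10, the response to lipopolysaccharide 14 of 22, cytokines and chemokines 13 of 30 and apoptosis 9 of 13, and the qPCR list holds 8 genes of TLR signaling and 8 of the response to lipopolysaccharide.

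Beside the qPCR of Figure 4, 13 of its genes have a probe. The direction of the hypoxia effect was the same for 10 of the 12 with one, and that of ketamine after hypoxia for 11 of 13, with BCL2 and BAD opposite in both. Directions were counted at any size of the array difference, as for AKT1 (-0.0027, counted as the same) and BCL2 (-0.06, counted as opposite) in HC-NC. According to the paper the qPCR used the mRNA of the arrays, so the 2 measurements are not independent evidence. Of the 5 genes with a probe that the figure marks for hypoxia, 4 met the criterion on the arrays and PRKACA did not (-0.10). Of the 2 it marks for ketamine, CD14 met it and MYD88 did not.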
